A study of Homo sapiens with 38 samples. Its data were reported in "STAT6 Transcription Factor Is a Facilitator of the Nuclear Receptor PPARγ-Regulated Gene Expression in Macrophages and Dendritic Cells" (2010).

How the data were processed

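Gene expression was measured on 38 Affymetrix Human Genome U133 Plus 2.0 arrays, which carry 54675 probe sets. Human monocytes were cultured as unstimulated (control) macrophages, with IL-4, the cytokine of alternative activation, or with IFN-γ plus TNF, the cytokines of classical activation. Each culture received vehicle or 1 µM rosiglitazone (RSG), a synthetic agonist of the lipid-sensing nuclear receptor PPARγ. According to the labels, RSG and the cytokines were added at plating. The cytokine doses were 100 per ml for IL-4, 100 per ml for IFN-γ and 50 per ml for TNF. Their unit is given as µg/ml in the labels and as ng/ml in the paper's methods, and no value below depends on it. At 12 h each of the 6 conditions was measured in 3 donors, numbered as replicates 1 to 3. At 4, 24 and 72 h each condition was measured in 1 donor, a different one at each time. Freshly isolated monocytes were measured in 2 donors. Samples were grouped from the labels alone, and arrays with the same replicate number were treated as the same donor.

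The deposited values are linear ratios, rounded to 2 decimals, with a smallest value of 0.01. Per the study's methods the authors computed GC-RMA signals in GeneSpring, scaled each chip to its 50th percentile and divided each probe set by its median over the arrays. This was checked in the table: 30328 of the 54518 probe sets tested (55.6%) had a median of 1 over the 38 arrays, within 0.01, and the other 24190 had a median below 1, as if divided by a larger fixed number that is not stated. The last step of the methods, division by each vehicle array, is not in the deposited values. On this scale a value says how an array compares with the other arrays for the same probe set, and levels of different probe sets are not comparable. Choices that rank or match probe sets on their mean (the probe set of a gene, the named genes, the random lists and the filter on dim probe sets) therefore order them by ratio and not by brightness. Arrays give no read depth, and the number of arrays limits the precision.

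Values were log2 transformed as deposited. The plan had named centring of each array on its 50th percentile, and this was dropped before any test because the authors had already scaled each chip; the repeated centring was run as an alternative. Control probe sets (62) and probe sets of sex-linked marker genes (95) were left out. Of the 54518 probe sets tested, 41032 mapped to 1 gene symbol, 1765 to several and 11721 to none. No filter on dim probe sets was applied. Each comparison at 12 h came from 1 linear model over the 18 arrays, with 6 groups and the donor as a block, fitted with limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3. The comparison with monocytes came from a second fit over 20 arrays. Tests were two-sided, adjusted p values are Benjamini-Hochberg values over all probe sets tested, and a probe set was called at an adjusted p under 0.05 and a change of at least 1.5-fold, the thresholds of the study's methods. Changes at 12 h are means over donors on the log2 scale with the SD of the within-donor changes (n = 3). Against monocytes the change is the fitted value, which is not exactly the mean of the 2 donors' changes, given with the SD of these (n = 2). Whether the fit finds known changes was tested on simulated data built from the real means and spreads with 50 probe sets changed at each size. For RSG in IL-4 macrophages it found 84% of 2-fold and 96% of 8-fold changes with 9 false calls, and for the IL-4 effect 70% and 96% with 5 false calls. The simulated noise was normal and independent between arrays, and the changed probe sets were drawn at random. These shares are therefore not the sensitivity in the real data, where RSG changes of 5.38 (PDK4) and 5.27 (FABP4) in IL-4 macrophages were not called.

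Before the data were examined, 24 gene lists were written from general knowledge, covering PPARγ targets, lipid and sterol pathways, activation states, antigen presentation, nuclear receptors, monocyte and macrophage markers, stress, cell cycle, housekeeping genes and markers of T cells, B cells, NK cells, platelets, erythroid cells and neutrophils. A list used 1 probe set per gene, the one with the highest mean at 12 h. Lists were tested with limma's camera (preset correlation of 0.01), which compares a list with all other probe sets, and again with an estimated correlation. The fry test, which asks whether a list's genes moved on balance in 1 direction, was run beside it. List p values were adjusted over the 24 lists within a comparison, giving 216 list tests, and members were counted both over all probe sets and adjusted over the list alone. The named genes followed a rule fixed in advance: the 10 largest increases and 10 largest decreases among called probe sets with 1 symbol, the same direction in every donor and the higher group mean above the 50th percentile, the largest changes of each list, and PPARG, FABP4, PDK4, ANGPTL4, CCL18, ALOX15, TGM2 and MRC1. These 8 genes were picked because the study used most of them as markers, and their values are not independent evidence of a direction. A few other genes and probe sets are named after their values were seen, as stated beside them.

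For the single arrays at 4, 24 and 72 h, log2 differences were set beside those of the same donor at 12 h without a test. The median of a list was ranked among 10000 random lists of the same size matched on the mean. Pairing was checked by correlating, over probe sets, the deviations of arrays from their group means. Arrays of the same donor correlated at 0.0726 or more (mean 0.58), arrays of different donors had a mean of -0.31 and a highest value of 0.258, and 18 of 18 arrays were closest to an array of their own donor. No duplicated arrays were found. The GAPDH and ACTB probe sets at the 5′ and 3′ ends of the transcripts served as a sign of RNA quality.

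Chosen before the data were examined were a fit without the donor block, a fit on the compared groups alone, eBayes without trend or with robust estimation, a filter on dim probe sets, quantile normalization, centring on the 75th percentile, other fold thresholds, 1 probe set per gene, the methods' t-test, all 36 macrophage arrays, and leaving out each donor in turn. Chosen after the data were seen were centring again on the 50th percentile, probe sets with a median of 1 only, a pseudocount of 0.1 (the planned one of 16 was not run, since the values are ratios near 1), the methods' t-test after division by the vehicle array, the 5′/3′ ratio as a covariate, the fit without the 2 arrays of lowest 5′/3′ ratio, and random lists matched also on the median. Counts of probe sets changed at least 1.5-fold in the same direction in each donor were added once the limma counts for RSG were known; they are descriptive and carry no p value. The test called the methods' t-test was unpaired and used the deposited values, without the division by the vehicle array that the study's methods place before it. Exploratory fits of the main comparisons preceded the final ones. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.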

Results

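The data are 38 microarrays of human monocytes and of macrophages differentiated from them with no cytokine (control), with IL-4 or with IFN-γ plus TNF, each with vehicle or with the PPARγ agonist RSG. At 12 h each of the 6 conditions holds 3 donors, and these 18 arrays carry all tests of activation and RSG. The arrays at 4, 24 and 72 h hold 1 donor each per condition, and freshly isolated monocytes hold 2. Values are log2 changes, given as the mean ± SD of the within-donor changes with n = 3 unless another n is stated (against monocytes the fitted change ± that SD), and p values are limma adjusted p values. The number of arrays limits the precision. On 2 arrays at 12 h, both with vehicle and both of replicate 1, the signal near the 5′ end of control transcripts was low against that near the 3′ end: the mean log2 ratio was -1.70 with IFN-γ plus TNF and -0.66 in the control, and the next lowest array was at -0.35.

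The first question was what IL-4 did to the macrophages. CCL26, a chemokine that attracts eosinophils, rose by 6.24 ± 0.82 (limma adjusted p = 4.25e-04). The low-affinity IgE receptor gene FCER2 rose by 4.83 ± 0.92 (limma adjusted p = 0.00651) and the lectin gene CD209 by 3.96 ± 0.57 (limma adjusted p = 0.00817). The chemokine genes CCL22 and CCL17 rose by 3.71 ± 0.35 and 3.30 ± 0.58. The amine-degrading enzyme MAOA rose by 4.94 ± 0.14 (adjusted p = 1.75e-05) and the lipoxygenase gene ALOX15 by 3.10 ± 0.49 (adjusted p = 1.75e-05). ALDH1A2, an enzyme of retinoic acid synthesis, rose by 2.66 ± 0.30 (adjusted p = 0.0143). Among the decreases, the cytokine gene IL24 fell by 5.30 ± 1.30 on the log2 scale (adjusted p = 0.0462), and PTGS2, which forms prostaglandins, fell by 4.22 ± 1.25 (adjusted p = 0.00318). The chemokine gene CCL20 fell by 3.95 ± 1.42 (adjusted p = 0.00651) and IL6 fell by 3.44 ± 1.07 (adjusted p = 0.00218). Other large increases were NFXL1 (5.56 ± 0.76), KISS1R (5.19 ± 0.15), the pseudokinase gene TRIB2 (4.97 ± 0.31), the growth factor gene PDGFC (4.70 ± 1.65), ZNF366 (4.58 ± 2.39), CLEC4G (4.34 ± 0.41) and CTNNAL1 (4.32 ± 1.87). Other large decreases were TFPI2 (-4.50 ± 0.26), TNFSF15 (-4.38 ± 0.66), the receptor tyrosine kinase gene MET (-3.86 ± 0.52), PID1 (-3.74 ± 1.13), HPSE (-3.57 ± 1.37) and VWA8 (-3.47 ± 1.38).

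As a group, the alternative activation list rose with IL-4, with a median of 1.62. Of its 24 members 10 rose and none fell, and 16 rose when adjusted over the list alone (camera adjusted p = 1.58e-18, and adjusted p = 0.00249 with an estimated correlation). The list of TNF and NF-κB response genes had a median of -0.32, with 4 of 25 members lower and 1 higher, the chemokine CCL5 at 2.49 ± 0.33. Adjusted over the list alone, 5 were lower and 1 higher (camera adjusted p = 1.77e-04, adjusted p = 0.227 with an estimated correlation). Without replicate 2 the median of this list was -0.14 and its call was lost. PPARG itself stood at 2.77 ± 1.29 and was higher in 3 of 3 donors, but missed the threshold (limma adjusted p = 0.0633). Adjusted over the list alone, the nuclear receptors, it passed (adjusted p = 0.00576), as did the vitamin D receptor gene VDR at 1.19 ± 0.70. TGM2 stood at 2.38 ± 1.02 (adjusted p = 0.0553; its other 3 probe sets at 3.20, 1.74 and 0.13), FABP4 at 3.24 ± 1.26 (adjusted p = 0.294; its other probe set at 0.44 ± 0.80, adjusted p = 0.911, higher in 2 of 3 donors), CCL18 at 1.46 ± 0.63 (adjusted p = 0.291) and MRC1, the mannose receptor, at -0.12 ± 2.01, none of them called.

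Other lists were not called with IL-4, with a smallest camera adjusted p of 0.151. PPARγ targets had a median of 0.36 and fatty acid β-oxidation a median of 0.13, each with 0 members called and 3 rising when adjusted over the list alone: ACADVL (1.33 ± 0.29), HADHA (1.07 ± 0.17) and SLC25A20 (1.06 ± 0.35). LXR targets had a median of 0.33 and oxidative stress genes one of 0.44, where HMOX1 (1.04 ± 0.46) rose when adjusted over the list alone. Cholesterol synthesis was mixed, with MVD higher (0.98) and STARD4 lower (-1.55) when adjusted over the list alone. Of the macrophage maturation and scavenger receptor genes only MARCO was called, and it fell by 1.80 ± 0.54 on the log2 scale; C1QC (1.99 ± 0.49) and FABP5 (1.77 ± 1.30) rose when adjusted over the list alone. Among IL-4 signaling components (median 0.47) IRS2 was lower when adjusted over the list alone, at -1.32 on the probe set used for lists. IFN-γ response genes (median -0.04), MHC class II genes (0.16), CD1 genes (-0.03) and monocyte markers (0.01) had 0 members called in either way.

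In all, limma called 171 probe sets higher and 149 lower with IL-4, or 129 and 103 genes, and 679 and 567 probe sets changed at least 1.5-fold upward and downward in each of the 3 donors. Without replicate 2 and without replicate 3 the limma count was 15 and 12 in place of 320, and in each case only 12 of the 320 calls were kept. Without replicate 1 it was 376, of which 134 were shared, so that the count depends on which donor is left out. Without the 2 arrays of low 5′/3′ ratio it was 171. KISS1R and MAOA kept their calls without any 1 replicate. CCL26 lost its call without replicate 2 (6.35), CLEC4G without replicate 3 (4.36), ALOX15 without replicate 2 (3.17) and FCER2 without any 1 of the replicates (4.30 to 5.12).

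IFN-γ plus TNF, the second activation, raised known interferon-induced genes, though none of these calls held without replicate 2 or without replicate 3. SERPING1, a complement inhibitor, rose by 6.29 ± 2.09 (limma adjusted p = 0.00698), and WARS1, the tryptophanyl-tRNA synthetase gene, by 3.29 ± 1.13 (adjusted p = 0.0135). The guanylate-binding protein genes GBP5, GBP1 and GBP4 rose by 5.88 ± 1.54 (adjusted p = 0.0182), 5.20 ± 2.45 (adjusted p = 0.0295) and 5.15 ± 2.52 (adjusted p = 0.0376). CALHM6 (6.59 ± 1.92), PLAAT4 (5.28 ± 1.88), the succinate receptor gene SUCNR1 (4.72 ± 1.89), ANKRD22 (4.50 ± 1.10), ETV7 (4.41 ± 1.71) and SECTM1 (4.22 ± 1.15) also rose. The transcription factor genes OLIG1 and BCL11A fell by 5.00 ± 2.16 (adjusted p = 0.0310) and fell by 2.87 ± 0.89 (adjusted p = 0.0393). The proto-oncogene MYC fell by 2.39 ± 0.55 (adjusted p = 0.0255), and the transporter gene SLC16A10 fell by 4.50 ± 1.47 (adjusted p = 0.0297). Further decreases were TPST1 (-3.89 ± 1.64), MEGF9 (-2.76 ± 0.83), TMEM52B (-2.70 ± 1.05), DOCK5 (-2.37 ± 0.75), CHML (-2.35 ± 1.00) and CDK19 (-2.34 ± 0.89).

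The list of IFN-γ response genes had a median of 2.91. Of its 25 members 13 rose, among them IRF1 (2.80 ± 1.05), PSMB9 (3.01 ± 0.99) and APOL3 (3.27 ± 1.15), 22 rose when adjusted over the list alone, and none fell (camera adjusted p = 1.52e-32, adjusted p = 0.0901 with an estimated correlation). The chemokines CXCL9, CXCL11 and CXCL10 stood at 7.91 ± 4.98, 6.82 ± 5.90 and 6.54 ± 4.08 and were not called. The MHC class II pathway had a median of 0.78, with HLA-DMB, a chaperone of peptide loading, called at 2.89 ± 1.41. Of its 7 members 4 rose when adjusted over the list alone, HLA-DMA at 3.72 ± 1.77 among them (camera adjusted p = 3.67e-05, adjusted p = 0.128 with an estimated correlation). The TNF and NF-κB list had a median of 0.32 with 0 of 25 members called. When adjusted over the list alone 5 rose, among them TNF at 2.27 ± 1.15 and CD40 at 2.03 ± 0.97 (camera adjusted p = 0.00227, adjusted p = 0.329 with an estimated correlation), and fry did not call the list. PPARG stood at -0.23 ± 1.83, MRC1 at -4.03 ± 2.59 (adjusted p = 0.245; 1 array at 0.01, the smallest value of the table), CCL18 at -1.03 ± 1.33 and TGM2 at 1.09 ± 0.64 (its other probe sets at 2.03, 0.40 and 0.16), none called. ALOX15 (-0.04) and FABP4 (-0.59 ± 1.82, its other probe set at 0.00) were not called either. The other lists were not called, with a smallest camera adjusted p of 0.0565, for β-oxidation (median -0.14; 1 of 17 lower when adjusted over the list alone). Medians were -0.10 for PPARγ targets, 0.02 for LXR targets, 0.32 for cholesterol synthesis, 0.01 for alternative activation, 0.41 for CD1 genes and -0.05 for oxidative stress genes, with 0 members called. Among monocyte markers (median -0.27) 2 of 11 were lower when adjusted over the list alone, and CD14 stood at -3.52 ± 2.46. Among maturation markers the complement gene C1QC rose by 3.14 ± 1.49 and the scavenger receptor gene MARCO fell by 1.95 ± 0.81 on the log2 scale, and OLR1 (-3.14 ± 1.14), another scavenger receptor gene, was lower when adjusted over the list alone.

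In all, 130 probe sets were called higher and 201 lower (85 and 171 genes), and 421 and 1045 changed at least 1.5-fold upward and downward in each donor. The vehicle arrays with low 5′/3′ ratios belong to both sides of this comparison in replicate 1. Without these 2 arrays 540 probe sets were called and without replicate 1, 1309. Without replicate 2 or replicate 3 the count was 0, so that every gene above lost its call, though the largest changes kept their direction.

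**Figure D1:**
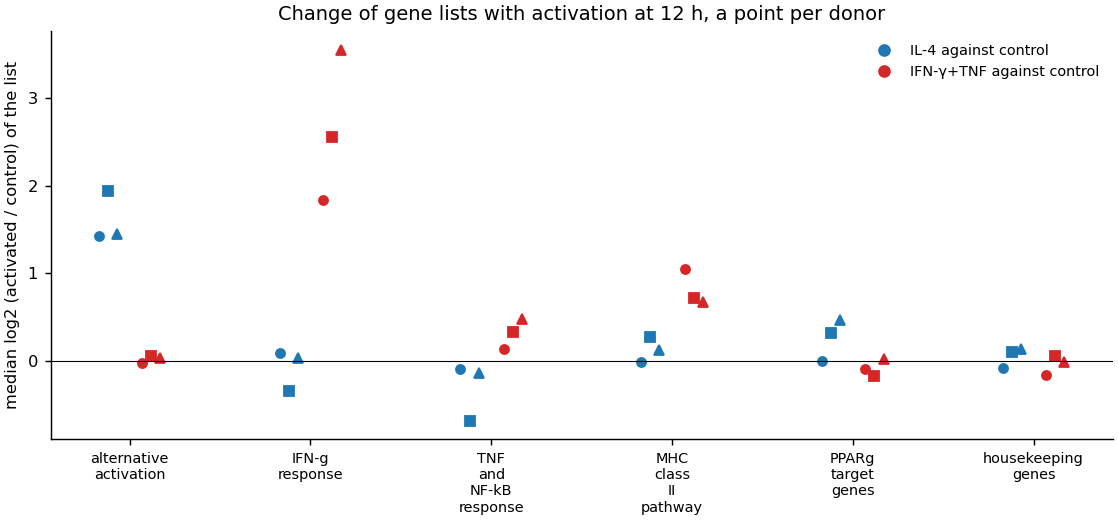
Median log2 change of 6 gene lists at 12 h with IL-4 (blue) and IFN-γ plus TNF (red) against control macrophages; each point is 1 donor, with the same symbol for the same donor throughout. The alternative activation list lies between 1.42 and 1.94 with IL-4, and the IFN-γ response list between 1.83 and 3.55 with IFN-γ plus TNF, while housekeeping genes stay near 0.

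Some genes were called in both activations. Of the probe sets called in both, 0 rose in both, 11 fell in both and 7 moved in opposite directions. The scavenger receptor gene MARCO fell by 1.80 on the log2 scale with IL-4 and fell by 1.95 with IFN-γ plus TNF. IRS2, an adaptor of insulin and IL-4 receptors, fell by 1.52 and fell by 1.83. TCF7L2, RAB27A, RAB6A, BCL11A, PINK1, MFAP3, TMEM128 and CCDC127 also fell in both. IL15 fell by 1.95 with IL-4 and rose by 1.79 with IFN-γ plus TNF, and ANTXR2 (2 probe sets) moved the same way. ZFP36L1 (1.54 and -1.24), SNRNP25, ADI1 and GAS2L3 rose with IL-4 and fell with IFN-γ plus TNF. These genes are named after their values were seen. Independent calls would give 0.41 probe sets up and 0.55 down in both. This holds for unrelated comparisons only: both use the same control arrays, which favours calls in the same direction, and simulated unchanged groups with shared controls had at most 1 call, too few to give an expected overlap.

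A further question was whether IL-4 changes the response to RSG. In IL-4 macrophages RSG raised PLIN2, which coats lipid droplets, by 2.95 ± 0.05 (limma adjusted p = 0.0402) and HHLA2, a member of the B7 family, by 1.95 ± 0.57 (adjusted p = 0.0352). It also raised PRKCB, a protein kinase C, by 1.77 ± 0.32 (adjusted p = 0.00417), the ADP receptor gene P2RY1 by 1.73 ± 0.33 (adjusted p = 0.00417) and EEF2K, a kinase that slows translation elongation, by 1.06 ± 0.13 (adjusted p = 0.00417). A sixth probe set without a single gene symbol was called as well, and 0 were called lower, against 1997 probe sets (3.66%) at an unadjusted p under 0.05, where 5% are expected with no change, and 0 called by the methods' t-test. After each array was divided by its own donor's vehicle array, the methods' t-test called 89, of which 2 were among the 6 limma calls. The division leaves the vehicle values without any spread, yet the test counts them as observations. Its p values are therefore too small, and the 89 are not a sound count. The fatty acid carrier FABP4 stood at 5.27 ± 2.08 (adjusted p = 0.483) and PDK4, a kinase that shuts off pyruvate oxidation, at 5.38 ± 0.56 (adjusted p = 0.198). Both are known PPARγ targets, both were higher in 3 of 3 donors, and neither passed the test over all probe sets. The other FABP4 probe set stood at 4.18 ± 3.23, and the 2 other PDK4 probe sets at 2.5 ± 2.85 and 0.47 ± 0.57, so that the sizes depend on the probe set.

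With RSG in IL-4 macrophages 3 lists of lipid genes were called with and without an estimated correlation, and cholesterol synthesis only without it. The fatty acid β-oxidation list had a median of 0.58 with 16 of 17 members higher. Over all probe sets 0 members were called, and 8 rose when adjusted over the list alone, among them ECH1 (1.34 ± 0.14), the carnitine carrier SLC25A20, ETFDH (0.98 ± 0.64) and ACADVL (0.94 ± 0.33) (camera adjusted p = 4.94e-18, adjusted p = 0.00557 with an estimated correlation). The PPARγ target list had a median of 0.49 with 12 of 16 members higher and 0 called. For its member PLIN2 the list used the probe set at -0.02, so that the called one, at 2.95, is not counted here. When adjusted over the list alone 6 rose: PDK4, FABP4, the fatty acid receptor CD36 (1.74 ± 0.60), SLC25A20, ACADVL and CPT1A (camera adjusted p = 8.22e-07, adjusted p = 0.0233 with an estimated correlation). The list of target genes of LXR, a sterol-sensing nuclear receptor, had a median of 0.34 with 11 of 12 members higher and 0 called. When adjusted over the list alone 3 rose, APOC1 (1.66 ± 0.78), the desaturase SCD (1.51 ± 0.59) and LPCAT3 (1.08 ± 0.69) (camera adjusted p = 1.04e-05, adjusted p = 0.00557 with an estimated correlation). Cholesterol synthesis had a median of 0.32 with 11 of 13 members higher and 0 called in either way, with STARD4 at 0.85 and DHCR7 at 0.67 (camera adjusted p = 5.15e-04, adjusted p = 0.223 with an estimated correlation), and fry did not call it.

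Other genes of IL-4 macrophages did not pass the test for RSG. In the alternative activation list, with a median of -0.16 (camera adjusted p = 0.107), the decoy receptor IL1R2 stood at -3.02 ± 0.58 and ALOX15 at -0.89 ± 0.58, and both fell when adjusted over the list alone. PPARG stood at -0.16 ± 0.24, ANGPTL4 at 0.48 ± 0.39 and MRC1 at -0.58 ± 0.59, with limma adjusted p = 1 for PPARG and ANGPTL4. The retinol dehydrogenase RDH10 (1.93 ± 1.33) and the HDL receptor SCARB1 (1.80 ± 0.84) rose when adjusted over the list alone in the retinoid and scavenger receptor lists, whose medians were 0.00 and 0.05. Medians were 0.09 for TNF and NF-κB genes, 0.14 for IFN-γ response genes, -0.34 for monocyte markers, -0.11 for MHC class II genes, -0.11 for CD1 genes and -0.15 for oxidative stress genes, with 0 members called in either way and a smallest camera adjusted p of 0.0572.

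The 5 genes called for RSG in IL-4 macrophages were each higher in 3 of 3 donors, with HHLA2 between 1.58 and 2.61. Still, each of the 6 calls was lost when any 1 replicate was left out. In their place 7 other probe sets were called without replicate 1, 0 without replicate 2 and 2 without replicate 3. The median of the PPARγ target list was 0.07 without replicate 1 and 0.75 without replicate 3, with the list still called in both, so that its size depends on the donors. PLIN2 has another probe set, at -0.02, which is the one used for lists.

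**Figure D2:**
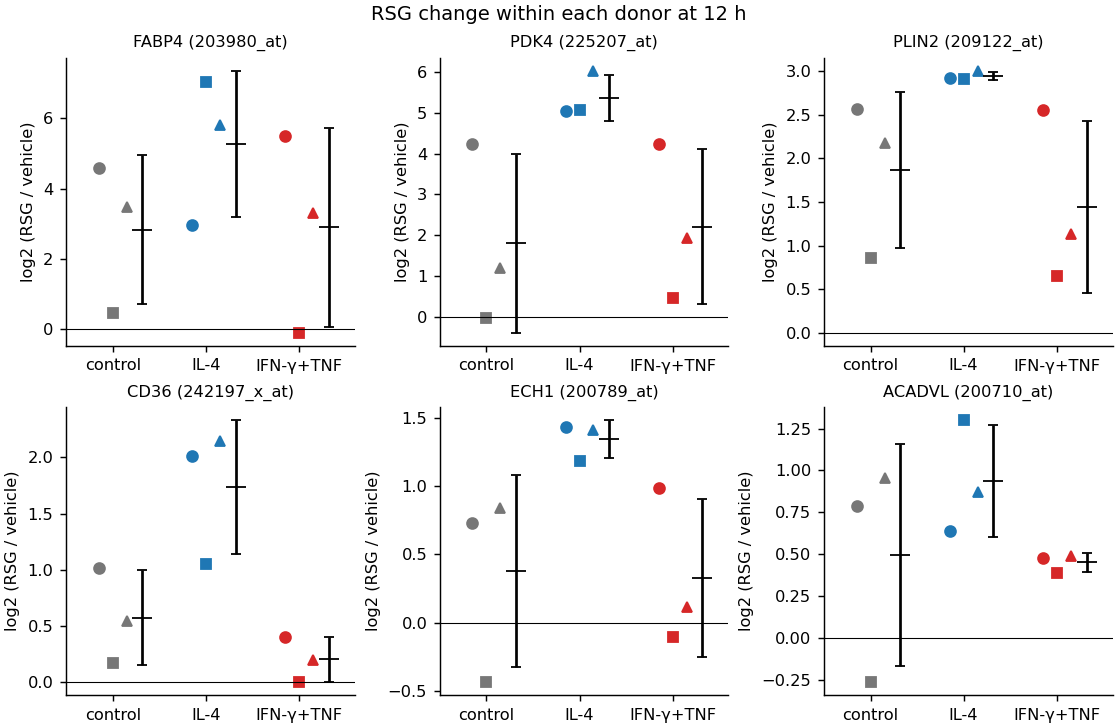
Log2 change with RSG against vehicle at 12 h for 6 genes in control (grey), IL-4 (blue) and IFN-γ plus TNF (red) macrophages; each point is 1 donor with its own symbol, and the bar is the mean ± SD (n = 3), on 1 probe set per gene. In IL-4 macrophages PLIN2 lies close to 2.95 in each donor and PDK4 averages 5.38, while PDK4 spreads more widely between donors in the other macrophages and FABP4 spreads widely in all 3.

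In control macrophages and in those given IFN-γ plus TNF, no gene passed the test for RSG. Control macrophages had FABP4 at 2.84 ± 2.13, PDK4 at 1.80 ± 2.20, the receptor gene FCER2 at 2.13 ± 0.59 and PLIN2 at 1.87 ± 0.90, each with limma adjusted p = 1. The other FABP4 probe set stood at 1.04 ± 1.84, and the other PDK4 probe sets at 0.26 ± 0.38 and -0.02. ALOX15, MRC1, TGM2 and CCL18 were not called, and PPARG stood at -0.20 ± 0.49 and ANGPTL4 at 0.02. With IFN-γ plus TNF, FABP4 stood at 2.90 ± 2.82 and was higher in 2 of 3 donors, with its other probe set at 0.20 ± 0.17. PDK4 stood at 2.21 ± 1.91 (its other probe sets at 0.03 and -0.05), PLIN2 at 1.44 ± 0.99 and FCER2 at 1.32 ± 0.58, and PPARG stood at -0.12 ± 0.68. No gene list was called in either, and 0 members passed when adjusted over the list alone. In control macrophages the medians were 0.07 for PPARγ targets, 0.12 for fatty acid β-oxidation and 0.09 for LXR targets, with a smallest camera adjusted p of 0.755. With IFN-γ plus TNF they were 0.06, 0.03 and -0.01, with a smallest of 0.0898. limma called 0 probe sets in control macrophages, with 1272 (2.33%) at an unadjusted p under 0.05 and 0 by the methods' t-test. With IFN-γ plus TNF it called 0 as well, with 1799 (3.30%) and 0, and there 1 probe set had an adjusted p of 0.00614 at a change under 1.5-fold. After division by the donor's own vehicle array the methods' t-test called 11 and 7 in these comparisons, again with p values that are too small. The vehicle arrays with low 5′/3′ ratios are the replicate 1 reference of these comparisons, and without them 0 and 2 probe sets were called.

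Without a test, 223 probe sets were at least 1.5-fold higher and 146 lower in each donor with RSG in IL-4 macrophages, 53 and 15 in control macrophages, and 18 and 20 with IFN-γ plus TNF. In IL-4 macrophages these held TFPI, an inhibitor of coagulation (3.19), PLPP3 (3.12 ± 0.60), the costimulatory receptor CD86 (2.41), CD52 (2.29) and catalase, CAT (2.05), on the higher side. They held IL1R2, CLEC5A (-2.34), the hemoglobin receptor CD163 (-1.96 ± 0.33) and the protease MMP7 (-1.94) on the lower side. In control macrophages they held FCER2, CD86 (2.12) and TLR4 (1.46), and with IFN-γ plus TNF the integrin ITGB3 (1.53), thrombomodulin, THBD (1.40), and TFPI (1.32). The genes were picked after their values were seen, as was this way of counting. Control and IL-4 macrophages shared 20 of these probe sets (15 genes), all 3 conditions shared 7 (6 genes), and 0 moved in opposite directions in control and IL-4 macrophages. When the sign of 1 donor was turned, the total in IL-4 macrophages went from 369 to 177, 60 and 12, and that in control macrophages from 68 to 22, 29 and 38. The total with IFN-γ plus TNF went from 38 to 57, 43 and 52, so that it is no larger than what disagreeing donors give. The excess in IL-4 over control macrophages was not seen without replicate 3, where the counts were 573 in IL-4 and 629 in control macrophages. Without replicate 2 they were 1047 and 343, and without replicate 1 they were 1116 and 302. The control vehicle arrays of replicates 1 and 2 had mean log2 5′/3′ ratios of -0.66 and -0.35. Whether these raised the count of 629 was not tested.

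**Figure D3:**
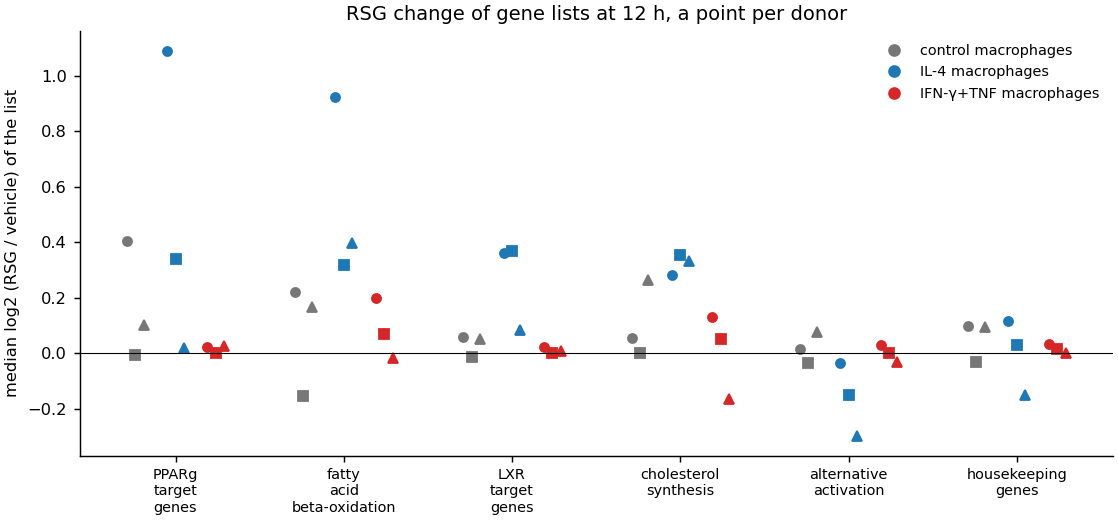
Median log2 change with RSG at 12 h of 6 gene lists in control (grey), IL-4 (blue) and IFN-γ plus TNF (red) macrophages; each point is 1 donor, with the same symbol for the same donor. Fatty acid β-oxidation lies between 0.32 and 0.92 in IL-4 macrophages, and the PPARγ targets range from 0.02 to 1.09 there, with the highest point from replicate 1.

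Whether the RSG response differed between macrophage types was tested with interaction terms. The β-oxidation list gained 0.43 more with RSG in IL-4 than in control macrophages (camera adjusted p = 2.69e-09, adjusted p = 0.0515 with an estimated correlation), with ECI1 at 1.03 ± 1.22, ECH1 at 0.96 ± 0.57 and ETFDH at 0.90 ± 0.66. The PPARγ targets differed by 0.32 (camera adjusted p = 0.00144, adjusted p = 0.153 with an estimated correlation), with PDK4 at 3.58 ± 2.41, FABP4 at 2.43 ± 4.08 and CD36 at 1.16 ± 0.38. FABP4 was higher in 2 of 3 donors on this probe set and in 3 of 3 on its other one (3.14 ± 1.48), and the other PDK4 probe sets stood at 2.24 ± 2.47 and 0.49 ± 0.61. The LXR targets differed by 0.20 (camera adjusted p = 0.00149, adjusted p = 0.0515 with an estimated correlation), with SCD at 1.27 ± 0.55. Between IL-4 and IFN-γ plus TNF macrophages the RSG response of β-oxidation genes differed by 0.52 (camera adjusted p = 1.16e-06, adjusted p = 0.133 with an estimated correlation), and 2 of 17 members passed when adjusted over the list alone. That of LXR targets differed by 0.36 (camera adjusted p = 0.00464, adjusted p = 0.0924 with an estimated correlation). That of alternative activation genes differed by -0.25 (camera adjusted p = 0.0466, adjusted p = 0.645 with an estimated correlation), with IL1R2 at -2.48 ± 0.39. No list was called for control against IFN-γ plus TNF macrophages, with a smallest camera adjusted p of 0.638. limma called 0 single probe sets in each of the 3 tests of difference, with 1212, 1918 and 1373 (2.22%, 3.52% and 2.52%, below the 5% expected with no change) at an unadjusted p under 0.05 for control against IL-4, control against IFN-γ plus TNF, and IL-4 against IFN-γ plus TNF; the methods' t-test was not run for these.

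By fry only the difference of LXR targets between IL-4 and IFN-γ plus TNF macrophages was called. Some of these list differences rest on single donors. The list differences of PPARγ targets and LXR targets between IL-4 and control macrophages lost their call without replicate 2 (0.29) and without replicate 3 (0.43), in this order, and that of PPARγ targets was 0.20 without replicate 1 and 0.54 without replicate 3. That of LXR targets between IL-4 and IFN-γ plus TNF macrophages lost it without replicate 1 (0.23), and that of alternative activation genes lost it without replicate 1 (-0.12) or replicate 3 (-0.11).

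The share of RSG-regulated genes with a larger response in IL-4 macrophages was counted as well. Among the 6 probe sets called for RSG in either control or IL-4 macrophages, 6 had the larger change in IL-4 macrophages (100%; exact 95% interval 54.1 to 100). All 6 were called in IL-4 macrophages, which favours that side. With calls made in 2 donors and the change measured in the third, the share over the 3 rounds was 30% (3 of 10). With probe sets chosen at 1.5-fold in 2 donors, a choice made after these values were seen, and measured in the third, IL-4 macrophages had the larger change in 61.1% of 1274 measurements when chosen in control macrophages, in 65.3% of 2736 when chosen in IL-4 macrophages, and in 63.3% of 3811 when chosen in either. These are sums over the 3 rounds, so that a probe set can count up to 3 times. The same share over all probe sets was not computed, so that these shares have no baseline.

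Differentiation of monocytes into control macrophages, measured in 2 donors, changed far more genes. The chemokine gene CCL1 rose by 9.51 ± 2.94 (n = 2; limma adjusted p = 6.80e-04), the coagulation inhibitor gene TFPI2 by 8.73 ± 0.23, MET by 8.49 ± 1.02, IL19 by 8.29 ± 1.62 and DPYSL3 by 8.22 ± 1.25. CCL24, IL36G, KANK1, SLAMF1, TNIP3 and MRC1 were also called higher, but both monocyte arrays stood at 0.01, the smallest value of the table. Their sizes are set by that floor, so only the smaller of the 2 donors' changes against it is given: 7.79, 7.28, 6.57, 5.49, 5.21 and 6.58. Of the 4141 probe sets called higher 68 had both monocyte arrays at 0.01, and values close to it are imprecise because of the rounding, so that the ranking of the largest increases is not secure. CCL1, TFPI2, MET and DPYSL3 had the same value, above 0.01, in both monocyte arrays (SD 0). Whether this is a floor of each probe set was not tested, so that their sizes may be limited in the same way. The largest decreases were MS4A6A (-8.10 ± 0.66), the transcription factor gene CEBPD (-8.08 ± 0.17), the lipid antigen-presenting CD1D (-7.79 ± 0.98), ficolin, FCN1 (-7.47 ± 0.94), LGALS2 (-7.38 ± 1.17), SPIDR (-7.37 ± 0.27), TMEM71 (-7.32 ± 0.70), P2RY13 (-7.28 ± 0.67), F13A1 (-7.15 ± 0.24) and FGL2 (-7.06 ± 5.10). MS4A6A and TMEM71 had the same value in every control array (SD 0), so that a floor may limit their sizes too. CCL18, with 1 monocyte array at the floor, was called higher, while PPARG (2.33 ± 3.62, adjusted p = 0.0779), FABP4 and ALOX15 were not called. TGM2 was called higher on 1 probe set, also with 1 monocyte array at the floor, and not on the one used for lists (0.30).

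By group, 14 of 25 TNF and NF-κB response genes rose and none fell, or 19 and 1 when adjusted over the list alone, with IL6 and TNFAIP6 both at the floor in monocytes and higher by 6.57 and 6.39 against it in the donor with the smaller change (median 2.16; camera adjusted p = 5.87e-10, adjusted p = 0.0969 with an estimated correlation). In the oxidative stress list 5 of 8 genes rose, among them NQO1 at 4.47 ± 0.43 and GCLM at 4.36 ± 1.69 (median 3.53; camera adjusted p = 5.52e-07, adjusted p = 0.108 with an estimated correlation). Of 13 genes of cholesterol synthesis 7 rose, or 9 when adjusted over the list alone, with MSMO1 at 4.99 ± 0.36 and SC5D at 4.93 ± 1.91 (median 1.73; camera adjusted p = 4.46e-07, adjusted p = 0.0969 with an estimated correlation). Monocyte markers fell in 4 of 11 genes (6 lower and 1 higher when adjusted over the list alone), with CSF3R at -4.72 ± 0.08 (median -1.47; camera adjusted p = 0.00216, adjusted p = 0.156 with an estimated correlation). MHC class II genes fell in 4 of 7, with HLA-DMB at -4.68 ± 1.14 (median -0.88; camera adjusted p = 0.00594, adjusted p = 0.206 with an estimated correlation). CD1 genes fell in 2 of 5, CD1D and CD1C (median -0.17; camera adjusted p = 0.0290, adjusted p = 0.206 with an estimated correlation). Of 17 β-oxidation genes 5 fell, with ECI2 at -3.12 ± 1.12, and 2 rose, or 6 and 2 when adjusted over the list alone (median -0.54; camera adjusted p = 0.0244, adjusted p = 0.822 with an estimated correlation).

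The remaining lists were not called by camera against monocytes, though fry called alternative activation (fry adjusted p = 0.00931), maturation markers (adjusted p = 0.00931) and nuclear receptors (adjusted p = 0.0388), and did not call β-oxidation. The smallest camera adjusted p of the remaining lists was 0.0584, for IFN-γ response genes (median -0.85; 3 of 25 higher and 5 lower). Alternative activation genes had a median of 0.59 with 7 of 24 higher and 2 lower. PPARγ targets (0.02) had 1 of 16 higher, ACSL1 at 1.77 ± 0.47, and LXR targets (-0.03) had 1 of 12 lower, MYLIP at -5.11 ± 2.02. The retinoid enzyme gene ALDH1A1 stood at -4.02 ± 0.79 and was the only called member of its list. Macrophage maturation markers moved both ways, MMP9 by 6.44 ± 1.97, LGMN by 5.39 ± 0.51 and CTSL by 5.17 ± 0.66 against C1QA by -3.11 ± 0.25, and camera did not call the list. Nuclear receptor genes moved both ways too, with the PPAR family member PPARD at 3.48 ± 0.86 and NR4A2 at -5.66 ± 3.05. A platelet gene, PPBP, rose by 7.46 ± 3.30 with the other platelet markers uncalled.

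The fit called 4141 probe sets higher and 4020 lower, or 2410 and 2433 genes. Without replicate 3, who has no monocyte array, 5137 were called. FGL2 (monocyte to control macrophage 12 h) lost its call without replicate 2 (-4.38) or replicate 3 (-6.50). Without replicate 2 the median was 1.03 for the TNF and NF-κB list, 0.93 for cholesterol synthesis and 0.10, no longer called, for β-oxidation, and the CD1 list lost its call (-0.28). Without replicate 1 the median of monocyte markers was -0.91, that of β-oxidation -1.19 and that of CD1 genes -0.53. With either left out, 1 monocyte array is assumed to vary like the other groups.

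Gene lists of other cell types were not called in any of the 9 comparisons. Over these comparisons the list medians ran from -0.07 to 0.03 for T cell markers, from -0.04 to 0.04 for B cells, from -0.10 to 0.03 for NK cells, from -0.07 to 0.05 for platelets, from -0.08 to 0.04 for erythroid cells and from -0.05 to 0.02 for neutrophils, with a smallest camera adjusted p of 0.421. Single members passed only against monocytes, such as PPBP. Cell cycle genes lay between -0.10 and 0.14 and housekeeping genes between -0.13 and 0.09. The lists of retinoid metabolism, nuclear receptors, IL-4 signaling components, macrophage maturation markers and scavenger receptors were not called by camera in any comparison either. Their medians ran from -0.01 to 0.07, from -0.13 to 0.67, from -0.35 to 0.47, from -0.10 to 0.09 and from -0.25 to 0.13, with a smallest camera adjusted p of 0.0916, for nuclear receptors with RSG in IL-4 macrophages.

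At the other times each value is a single pair of arrays with no replicate, and time cannot be told apart from donor. The control vehicle array at 4 h had low log2 5′/3′ ratios, -0.31 for GAPDH and -0.98 for ACTB. It is the reference for the activation effects and for RSG in control macrophages at that time. The alternative activation list stood at 0.80 at 4 h, 3.91 at 24 h and 3.14 at 72 h with IL-4, and the IFN-γ list at 2.29, 4.04 and 4.64 with IFN-γ plus TNF, each at percentile 100 among 10000 random lists. ALOX15 stood at 0.03 at 4 h, 6.79 at 24 h and 8.85 at 72 h with IL-4, and CCL26 at 7.86, 6.77 and 3.26. PPARG stood at 1.76, 2.67 and 3.22 with IL-4. With RSG in IL-4 macrophages PDK4 stood at 5.59, 3.15 and 5.35, FABP4 at 1.09, 7.20 and 3.16, and PLIN2 at 2.47, 1.66 and 2.82. In control macrophages RSG gave PDK4 at 3.74, 0.81 and 0.52 and FABP4 at -0.02, 0.44 and 4.97. On the other FABP4 probe set the values were -0.01, 1.15 and 4.95 in IL-4 macrophages and 0.03, 0.00 and 0.06 in control macrophages. On the other PDK4 probe sets they were 4.55, 0.15 and 0.12, and 3.27, 0.05 and -0.19, in IL-4 macrophages. The β-oxidation list stood at 0.33 at 4 h, 0.21 at 24 h and 0.44 at 72 h with RSG in IL-4 macrophages (percentiles 99.9, 94.3 and 100 among random lists).

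**Figure D4:**
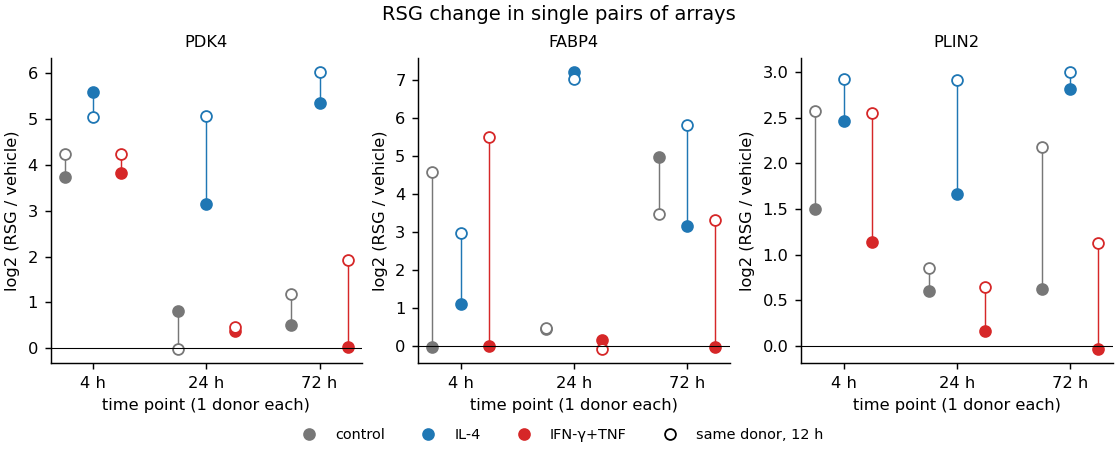
Log2 change with RSG of PDK4, FABP4 and PLIN2 in single pairs of arrays at 4, 24 and 72 h (filled points; 1 donor per time) beside the same donor at 12 h (open points, joined by a line), in control (grey), IL-4 (blue) and IFN-γ plus TNF (red) macrophages. On the probe set shown, PDK4 stays between 3.15 and 6.03 in IL-4 macrophages in all of these pairs.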

Values the study reported

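Without IL-4, the study counted 88 genes raised by RSG and 32 lowered. For cells given IL-4 its counts were 336 raised and 274 lowered. Its totals of genes that changed with RSG were 120 without the cytokine and 635 with it. The raised and lowered counts given for cells with IL-4 do not add up to 635. From a set of 730 such genes, it classed 665 as reacting more strongly to RSG in cells given IL-4.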

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

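Of the tests in this part, all counts of probe sets changed in each donor, with a donor's sign turned, in 2 donors or after quantile normalization, and the t-test after division were chosen only after the results were seen.

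RSG responses of gene lists differed between macrophage types by camera's test of the difference. Between control and IL-4 macrophages the difference was 0.43 for fatty acid β-oxidation, 0.32 for PPARγ targets and 0.20 for LXR targets. Between IFN-γ plus TNF and IL-4 macrophages it was 0.52 for β-oxidation, 0.36 for LXR targets and -0.25 for alternative activation. None of these 6 passed with an estimated correlation, and by fry only LXR targets between IFN-γ plus TNF and IL-4 macrophages passed.

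For 6 named genes every donor moved one way with RSG in 1 macrophage type and the opposite way in another. limma's test of the difference passed for none of them, with adjusted p = 0.936 for FCN1, adjusted p = 0.977 for ETV7 and adjusted p = 1 for the other 4, so that only the agreement of 3 donors in sign picked them out. They were searched for among the named genes of largest change and the marker genes, over 3 pairs of macrophage types. How many such genes chance alone gives was not computed, so that the 6 have no baseline. Over all probe sets these tests called 0 (1212, 1918 and 1373 at an unadjusted p under 0.05, or 2.22%, 3.52% and 2.52%, below the 5% expected with no change). MAOA stood at 0.16 in control and -0.30 in IL-4 macrophages (difference -0.47), and MET at 0.24 and -0.62 (difference -0.87). ETV7 stood at 0.16 in control and -0.58 in IFN-γ plus TNF macrophages (difference -0.74), and FCN1 at 0.30 and -0.20 (difference -0.50). SUCNR1 stood at -0.85 in IL-4 and 0.75 in IFN-γ plus TNF macrophages (difference 1.59), and MRC1 at -0.58 and 0.62 (difference 1.21), with 1 vehicle array of MRC1 at the smallest value of the table.

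RSG changed 369 probe sets at least 1.5-fold in each donor in IL-4 macrophages and 68 in control macrophages. Low 5′/3′ ratios in vehicle arrays of replicate 1 would need the excess to vanish without that donor, but in donors 2 and 3 alone the count in IL-4 macrophages was 3.70 times that in control macrophages, which argues against this. Scaling between arrays would need it to vanish after quantile normalization, and the ratio there was 4.69. The excess was gone without replicate 3, where the counts were 573 in IL-4 and 629 in control macrophages. Without replicate 2 they were 1047 and 343, and without replicate 1 they were 1116 and 302. Replicates 1 and 2 hold the control vehicle arrays of lowest 5′/3′ ratio (mean log2 of -0.66 and -0.35), and their control count was uneven, with 489 higher and 140 lower. Whether the excess depends on replicate 3 or on these arrays cannot be told apart here. Chance agreement of the donors stays open: turning the sign of 1 donor gave at most 177 probe sets, and 3 such patterns are too few for a share under 0.05. A biological difference between the macrophage types stays open as well. limma called 0 probe sets for the difference, with 1212 (2.22%) at an unadjusted p under 0.05. That is fewer than the 5% expected with no change, so that the test is conservative here and cannot decide. Its spread is shared by all 6 groups. For lists, camera called the differences given above, though not with an estimated correlation.

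The limma count of 6 probe sets for RSG in IL-4 macrophages lies far below the study's count, which is quoted as genes. Division of every array by its own donor's vehicle array before the t-test was a candidate cause: the t-test called 89 probe sets after the division and 0 before it. That goes with the explanation, but still falls short of the study's count, so that the division could account for part of the gap only. After the division the vehicle values have no spread but count as observations. The p values are then too small, so that the 89 do not show that more probe sets changed. What else differed was not tested.

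Other splits of the same arrays were fitted for each comparison. With 10 splits of 6 arrays, or 4 for a difference of responses, they are too few for a share under 0.05. Counts of splits that called as many include the real split. For the IL-4 effect the real split called 320 probe sets, the highest other 0, and 1 split of 10, the real one, called as many. For IFN-γ plus TNF these were 331, 2 and 1. For RSG in IL-4 macrophages they were 6, 2 and 1, and for RSG in control macrophages 0, 1 and 10. For RSG with IFN-γ plus TNF the real split called 0, all 10 splits called as many, and the highest other, which put both arrays of a donor on the same side, called 83; this points to a structure of the samples, and splits that keep the donors paired called at most 0. For the 3 differences of RSG responses the real split and the highest other called 0, and 4 of 4 splits called as many.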

How the results depend on the processing

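Of the alternatives here, centring again, probe sets with a median of 1 only, log2(value + 0.1), the t-test after division, the 5′/3′ covariate, the fit without the 2 arrays of low 5′/3′ ratio, random lists matched also on the median and all settings of the counts in each donor were chosen after the data were seen. Over 154 results on named genes, 3072 comparisons with the main value left 2727 on the same side of the threshold; 326 lost a call, 18 gained one and 1 reversed. Over 216 list results, 2568 comparisons left 2459 the same; 51 lost a call, 57 gained one and 1 reversed. An uncalled value that changed sign was counted as the same. The reversed ones were CD36 (monocyte to control macrophage 12 h), at -2.64 without replicate 1 and 3.06 without replicate 2, and the IFN-γ list in the RSG response IL-4 against IFNg+TNF, 12 h (IFN-g response), at 0.63 without the 2 arrays of low 5′/3′ ratio. Unless stated, the cause was not tested.

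Counts of called probe sets moved with several settings. For RSG in control macrophages, 12 h (0) they were 11 with the t-test after division. For RSG in IL-4 macrophages, 12 h (6) they were 1 without the donor block, 0 on the compared groups alone or with the methods' t-test, 14 with the dim filter or a median of 1 only, 13 with the 5′/3′ covariate and 89 with the t-test after division. For RSG in IFNg+TNF macrophages, 12 h (0) they were 1 without a fold threshold, 7 with the t-test after division and 2 without the low-ratio arrays. For the IL-4 effect, 12 h (320) they were 54 without the donor block, 0 on the compared groups alone or with the methods' t-test, 183 with 1 probe set per gene (fewer tested), 961 with all 36 macrophage arrays, 547 with a median of 1 only and 171 without the low-ratio arrays. For the IFNg+TNF effect, 12 h (331) they were 42, 0, 0, 199, 2153 and 751 in these first 6 settings, 556 with the 5′/3′ covariate and 540 without the low-ratio arrays. The RSG by IL-4 interaction, 12 h and the RSG response IL-4 against IFNg+TNF, 12 h (0 each) gave 1 each by eBayes without trend. The monocyte to control macrophage 12 h (8161) gave 0 on the compared groups alone, 3386 with 1 probe set per gene and 73 with the methods' t-test.

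Leaving out 1 replicate (fewer samples) gave 0 to 1 for RSG in control macrophages, 12 h, 0 to 7 for RSG in IL-4 macrophages, 12 h, 12 to 376 for the IL-4 effect, 12 h, 0 to 1309 for the IFNg+TNF effect, 12 h, 0 to 2 for the RSG by IL-4 interaction, 12 h, 0 to 1 for the RSG by IFNg+TNF interaction, 12 h and 5137 to 9063 for the monocyte to control macrophage 12 h. Centring again moved the median of all probe sets in the last by over 0.1, from 0.02 to -0.10.

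Of 22 called lists in gene lists 4 stayed called with an estimated correlation; fry lost 8 and gained 3 others, all against monocytes. The share of RSG-regulated probe sets with a larger RSG change in IL-4 macrophages was 30% with calls in 2 donors measured in the third. It could not be computed for settings without calls. The count "changed 1.5-fold in each donor: RSG in control macrophages, 12 h" (68) was 115 after quantile normalization and 7 at least 2-fold. At least 2-fold, "changed 1.5-fold in each donor: RSG in IL-4 macrophages, 12 h" gave 117, "changed 1.5-fold in each donor: RSG in IFNg+TNF macrophages, 12 h" 3 (24 with log2(value + 0.1)), "changed 1.5-fold in each donor: IL-4 effect, 12 h" 492 and "changed 1.5-fold in each donor: IFNg+TNF effect, 12 h" 483. The overlap of IL-4 and IFNg+TNF calls was 6 at 2-fold. For RSG, IL-4 and IFNg+TNF effects at 4, 24 and 72 h, 80 list medians lay outside the central range of random lists, and 51 when these were matched also on the median. The planned pseudocount of 16 was not run, the t-tests were not run for differences of responses nor the divided one for monocytes, and dim probe sets limit small changes.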

Other observations

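The observations at 72 h come from single pairs of arrays of 1 donor and were picked after all list medians were seen; ranks are among 10000 random lists. With IL-4, the list of CD1 genes, which present lipid antigens, had a median of 3.11 at 72 h (percentile 100) against 0.11 in the same donor at 12 h, and with RSG in IL-4 macrophages at 72 h it had -0.88 (percentile 0.025). Monocyte markers had a median of -2.56 with IL-4 and -1.55 with IFN-γ plus TNF at 72 h, against 0.34 and -1.24 in that donor at 12 h. Scavenger receptors had -2.35 with IFN-γ plus TNF at 72 h and -0.08 at 12 h. The TNF and NF-κB list stood at 2.64 with IFN-γ plus TNF at 72 h and 0.48 at 12 h.

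At 24 h, in another donor, the TNF and NF-κB list stood at -0.52 with IL-4 and 1.17 with IFN-γ plus TNF, and the IFN-γ response list at 0.44 with RSG in IL-4 macrophages (percentile 99.96), against 0.12 in that donor at 12 h. LXR targets stood at 0.32 with RSG in control macrophages and 0.28 in IL-4 macrophages at 72 h. In all, 80 list medians at the 3 times lay outside the central range of random lists, and 51 when random lists were matched also on the median over arrays. Genes of a list move together, so that these counts are descriptive.

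The number of probe sets called for RSG in control macrophages was 0 here by limma. The methods' t-test called 0 without their last step, the division by the vehicle array, and 11 after division by the donor's vehicle array. Each is lower than the study's total of changed genes without IL-4 quoted above. In IL-4 macrophages limma called 6 here, and the methods' t-test after the division, whose p values are too small, called 89. Each is lower than the study's total with IL-4 quoted above. The study's totals are quoted as genes, while the counts here are of probe sets.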
